# Microarray transcriptome datasets of maternal-zygotic *DNA methyltransferase 3aa*^−/−^ zebrafish during early developmental stages

**DOI:** 10.1016/j.dib.2023.108967

**Published:** 2023-02-09

**Authors:** Masaki Shirai, Nobuyoshi Shimoda, Haruko Takahashi, Kazuya Takayama, Yutaka Kikuchi

**Keywords:** Microarray, Epigenetics, *Dnmt3aa*, Zebrafish, Development

## Abstract

DNA methylation is an epigenetic regulator mediated by DNA methyltransferases (Dnmts). The methylation is involved in control of gene expression in vertebrates. It has been reported that there are mainly two types of *de novo* Dnmts, Dnmt3a and Dnmt3b, in mammals. These two Dnmts function in DNA methylation in the distinct or overlapping genomic regions. The zebrafish homologs of mammalian Dnmt3a are Dnmt3aa and Dnmt3ab. We generated a maternal-zygotic *dnmt3aa* deficient mutant (MZ*dnmt3aa*) to identify the specific target regions for DNA methylation in the zebrafish genome and their function in the developmental process. Microarray analysis revealed alterations in gene expression by knock-out of *dnmt3aa* in early zebrafish development. Microarray datasets were produced from samples at five different developmental stages: 1–2 cell, shield, 5-somite, 1-day post fertilization (dpf), and 2 dpf. Herein, we present novel raw and processed transcriptome datasets generated by analysis of the MZ*dnmt3aa*^−/−^ mutant. The raw microarray data are available through the Gene Expression Omnibus (GEO), accession number GSE202646. These transcriptome data may be useful for comparing differences in gene expression among species of Dnmt3a mutants and for analyzing human diseases caused by DNMT3A such as acute myelogenous leukemia (AML).

**Specifications Table**

**Table:** 

Subject	Developmental Biology
Specific subject area	Transcriptome, Epigenetics, DNA methylation
Type of data	Five tables, seven figures
How the data were acquired	Cyanine-3 (Cy3) labeled cRNA was prepared and hybridized to *Danio rerio* (Zebrafish) Oligo Microarray V3 (Design ID: Agilent-026,437) (Agilent). After hybridization, slides were scanned on the Agilent SureScan Microarray Scanner (G2600D) using one color scan setting for array slides (Scan Area 61 × 21.6 mm, Scan resolution 3 μm, Dye channel was set to Green, and Green PMT was set to 100%.).
Data format	Raw and analyzed
Description of data collection	Total RNA was extracted from 20 pooled zebrafish eggs/embryos/larvae of five developmental stages. RNA Integrity Number (RIN) values for all RNA samples exceeded 9.0. Microarray datasets were obtained from three biological replicates.
Data source location	• *Institution:* Hiroshima University • *City/Town/Region:* Higashi-Hiroshima, Hiroshima • *Country:* Japan
Data accessibility	Repository name: Gene Expression Omnibus (GEO) Data identification number: GSE202646 for microarray Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE202646
Related research article	Not applicable

**Value of the Data**

• These transcriptome datasets provide the genes regulated by Dnmt3aa during early zebrafish development.
• Comparative dataset of gene expression alterations at five developmental stages.
• Since we have already reported that DNA methylation changes by *dnmt3aa* mutation at 2 dpf [1], the transcriptome data for the zebrafish MZ*dnmt3aa^−/−^* mutant are useful for detailed analysis of the relationship between DNA methylation and gene expression via Dnmt3aa.
• This transcriptome dataset is useful for examining the comparative gene expression of *Dnmt3a* mutants among vertebrates.
• This dataset may be useful for elucidating human diseases caused by DNMT3A.

## 1 Objective

DNA methylation is an epigenetic regulator mediated by DNA methyltransferases (Dnmts). This methylation is involved in the control of gene expression in vertebrates [2]. Two main types of *de novo* Dnmts, Dnmt3a and Dnmt3b, have been reported in mammals [3]. Zebrafish homologs of mammalian Dnmt3a are Dnmt3aa and Dnmt3ab [4]. The detailed expression patterns of *dnmt3aa* were investigated at different developmental stages. After fertilization, *dnmt3aa* was expressed as a maternal transcript [5]. After the maternal-to-zygotic transition, *dnmt3aa* is ubiquitously expressed, and its expression pattern changes from the whole embryo to specific tissues during development [6]. We have previously reported changes in DNA methylation using MZ*dnmt3aa*^−/−^ mutants [1]. However, changes in gene expression in the *dnmt3aa*-deficient state have not yet been investigated. Therefore, we performed microarray analysis of samples from five different developmental stages:1–2 cell, shield, 5-somite, 1 dpf, and 2 dpf. In zebrafish, hemangioblasts, both hematopoietic and endothelial precursor cells, are present at the somite stage [7]. Because our dataset includes data of timepoints after the somite stage, this zebrafish dataset could potentially be used to study human blood disease AML.

## 2 Data Description

Here, we present microarray data for wild-type (WT) and MZ*dnmt3aa*^−/−^ zebrafish. 

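RNA from pools of 20 whole embryos was labelled with Cy3 and hybridized to a one-colour oligonucleotide array, with 1 array for each pool. At each of 5 developmental stages there are 3 WT and 3 MZ*dnmt3aa*-/- arrays, 30 arrays in all. Each array carries 43803 features other than control spots, which stand for 43603 probes. For every array the authors deposited the output of the Feature Extraction software, in which the processed signal of a feature is a background-subtracted and spatially detrended intensity, and a table in which this intensity is multiplied by 1 scaling factor per array. The factors lay between 2.64 and 3.42 on the WT arrays, with a median of 3.16, and between 2.55 and 3.51 on the MZ*dnmt3aa*-/- arrays, with a median of 2.69. The software called between 65.8% and 83.4% of the probes well above background on the WT arrays (median 75.2%) and between 63.9% and 82.4% on the MZ*dnmt3aa*-/- arrays (median 73.7%). The median spot was between 2.69 and 6.33 times as bright as its local background on the WT arrays and between 2.03 and 4.73 times on the MZ*dnmt3aa*-/- arrays, and 0 features were saturated on any array. The number of arrays, 3 in a group, limits the precision of each comparison.

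The scaled intensities were converted to log2 scores here, spots that the software marks as outliers (between 1 and 21 on a WT array and between 2 and 10 on a MZ*dnmt3aa*-/- array) were left out, and the spots of 1 probe were averaged. At each stage, a probe was tested when it was well above background on at least 1 of the 6 arrays and had at least 2 values in each group. The groups were compared with the limma package, by a linear model and its empirical Bayes moderated test, with Benjamini-Hochberg adjustment over the probes tested at that stage. A gene symbol could be given to 28034 probes, of which 27383 were named through their accession in the RefSeq gene table of the GRCz12tu assembly and a further 651 through the supplementary tables, and these carry 14736 symbols. All 15 MZ*dnmt3aa*-/- arrays were scanned on 1 day, on 4 slides that hold no array of another genotype, and the 15 WT arrays were scanned on 2 other days. The scan day, and any difference between the slides of both groups, therefore cannot be told apart from the genotype.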

The MZ*dnmt3aa*^−/−^ zebrafish completely lacked the maternal function of Dnmt3aa, allowing the identification of genes that are regulated by methylation via Dnmt3aa during early development. 

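The array carries 1 probe for *dnmt3aa*, which was well above background on all 30 arrays. In the 1–2 cell embryos its log2 signal score was 9.21 ± 0.03 (SD, n = 3) on the WT arrays and 9.80 ± 0.08 (SD, n = 3) on the arrays labelled MZ*dnmt3aa*-/-, a log2 fold change of 0.59 (standard error 0.05, adjusted p = 3.56e-04 from limma's moderated test). At the shield stage the score was 8.39 ± 0.05 on the WT arrays and 9.34 ± 0.08 on the arrays labelled MZ*dnmt3aa*-/- (log2 fold change 0.95, adjusted p = 0.00221 by limma). At 5-somite it was 7.83 ± 0.12 and 8.37 ± 0.10, respectively (log2 fold change 0.54, adjusted p = 0.00914 by limma), and at 1 dpf 8.31 ± 0.05 and 8.93 ± 0.16 (log2 fold change 0.62, adjusted p = 0.00590 by limma). At 2 dpf the scores were 8.23 ± 0.13 and 9.02 ± 0.25, and the difference of 0.79 did not pass the threshold of 0.01 (adjusted p = 0.0123 by limma). The 3 arrays labelled MZ*dnmt3aa*-/- lay above the 3 WT arrays at each of the 5 stages, a separation that chance gives in one direction or the other at 10% of comparisons of 3 against 3. The log2 fold change stayed above 0 under all alternatives in the processing, with its lowest value, 0.27, at 5-somite. The call depended on the alternative: counting single arrays left out, the change passed the threshold in 19 of 20 alternatives at 1–2 cell, 16 of 21 at shield, 10 of 21 at 5-somite, 13 of 20 at 1 dpf and 5 of 21 at 2 dpf. The signal measures the amount of transcript that binds the probe and not the function of Dnmt3aa.

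**Figure D1:**
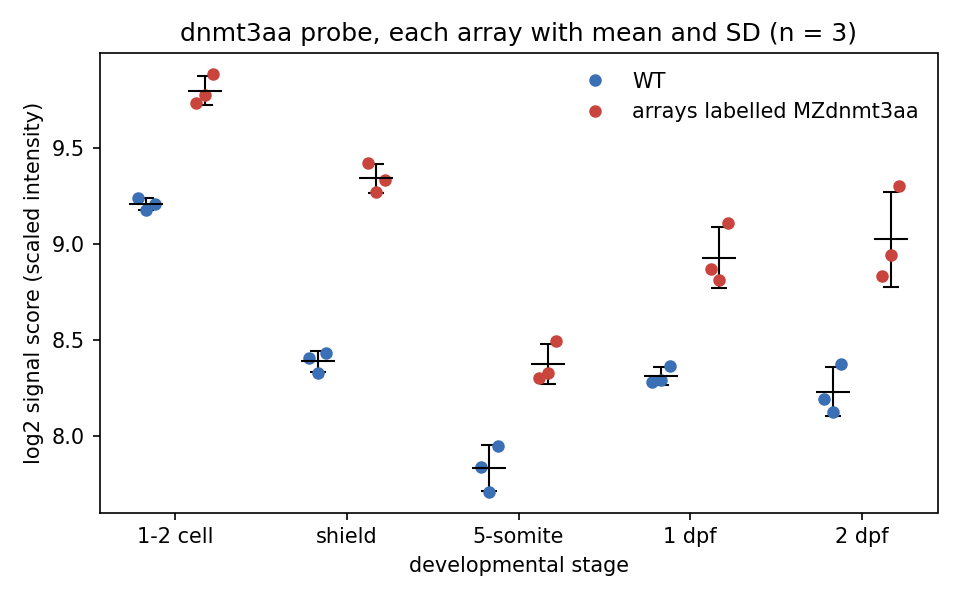
Log2 signal score of the *dnmt3aa* probe at the 5 stages (horizontal axis) on each of the 3 WT arrays (blue points) and the 3 arrays labelled MZ*dnmt3aa*-/- (red points); horizontal lines and bars give the mean and SD. The mean of the arrays labelled MZ*dnmt3aa*-/- was higher at every stage, by between 0.54 and 0.95.

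Of the other DNA methyltransferase genes, the 1 probe of *dnmt3bb.1* was higher on the arrays labelled MZ*dnmt3aa*-/- at all 5 stages, with log2 fold changes of 1.49 at 1–2 cell, 1.07 at 5-somite, 1.12 at 1 dpf and 1.12 at 2 dpf, and mean scores of 12.34 on the WT arrays and 13.84 on the arrays labelled MZ*dnmt3aa*-/- at shield. It passed the threshold at 4 stages and missed it at 5-somite (adjusted p = 0.0107 by limma). The 2 probes of *dnmt3ab* were lower at 1 dpf, with adjusted p = 0.00158 and 2.49e-04 by limma and a log2 fold change of -1.38 for the second. At 2 dpf the second was called lower (-1.11, adjusted p = 0.00908 by limma) and the first was not (adjusted p = 0.0154 by limma), and neither passed at shield or 5-somite. At 1–2 cell they were also lower, by log2 fold changes of -1.51 and -3.62, although fewer than 3 of the arrays labelled MZ*dnmt3aa*-/- were above background there and they became 0.48 and -0.059 when the background was modelled by the normexp method, under which the median of all probes moved to 0.38. The 2 probes of *dnmt3ba* were higher at 1–2 cell (log2 fold changes of 1.52 and 1.37) and passed the threshold at no other stage. Of the 5 probes of *dnmt1*, 3 were called higher at 1–2 cell, with log2 fold changes between 0.36 and 0.45. Under normexp none of these 3 rose by more than the median of all probes. At 1 dpf 1 of these 3 was called lower, with a log2 fold change of -0.81 (adjusted p = 0.00209 by limma), and another was called higher, with 0.31 (adjusted p = 0.00843 by limma). Of the 2 probes of *dnmt3bb.3*, 1 was called higher at 1–2 cell, with a log2 fold change of 0.54 (adjusted p = 1.19e-04 by limma), and neither was called at another stage. The probe of *dnmt3bb.2* was called lower at 1–2 cell, with a log2 fold change of -0.22, and at no other stage.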

To investigate the gene expression profile by knock-out of *dnmt3aa* at five different developmental stages, we performed a microarray analysis. The data are as follows:

Supplementary Table S1: Microarray data at 1–2 cell stage
Supplementary Table S2: Microarray data at the shield stage
Supplementary Table S3: Microarray data at the 5-somite stage
Supplementary Table S4: Microarray data at 1 dpf
Supplementary Table S5: Microarray data at 2 dpf

Microarray data have been deposited in the GEO under accession number GSE202646.

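Between WT and MZ*dnmt3aa*-/- embryos of the 1–2 cell stage, 18596 of the 32469 probes tested (57.3%) were differentially expressed at an adjusted p-value of at most 0.01, 9259 of them higher and 9337 lower in MZ*dnmt3aa*-/-. At the shield stage 4144 of 33779 probes (12.3%) passed, 2227 higher and 1917 lower. The 5-somite stage gave 7566 of 35498 probes (21.3%), of which 3486 were higher and 4080 lower. At 1 dpf 7873 of 37914 probes (20.8%) were called, 4152 higher and 3721 lower, and at 2 dpf 4804 of 38140 (12.6%), 2172 higher and 2632 lower. The called probes with a gene symbol stand for 8463, 2261, 3999, 4119 and 2649 genes at the 5 stages in the same order. The median absolute log2 fold change of the called probes was 0.81, 1.43, 0.98, 0.84 and 1.03. Among the alternatives in the processing, a model with the slide as a random block moved a count the most as a ratio, from 7566 to 378 at 5-somite, and normexp the most in number, from 18596 to 5751 at 1–2 cell. Single arrays also moved these counts: without MZ*dnmt3aa*-/- replicate 3, 13819 probes passed at 5-somite and 16170 at 1 dpf, and without WT replicate 2, 861 passed at the shield stage and 1169 at 2 dpf.

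**Figure D2:**
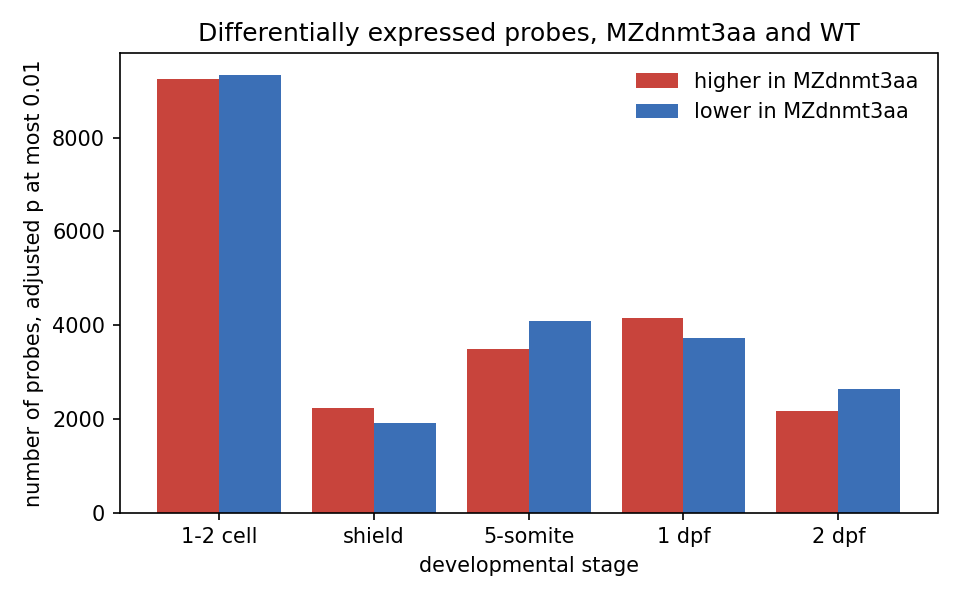
Number of probes with an adjusted p-value of at most 0.01 (vertical axis) at the 5 stages (horizontal axis). Red bars are probes higher and blue bars probes lower in MZ*dnmt3aa*-/- than in WT, and both are most numerous at 1–2 cell, with 9259 and 9337 probes.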

Volcano plots show the differentially expressed genes (DEGs) between WT and MZ*dnmt3aa*^−/−^ zebrafish (Fig. 1). Dataset quality was confirmed using principal component analysis (PCA) and Pearson correlation analysis for replicates of each developmental stage (Fig. 2–7).

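For the correlations, log2 signal scores were compared between each pair of replicates, over the probes that could be tested at the stage. They are correlations across genes, and genes are not independent replicates. Over the 5 stages, WT and MZ*dnmt3aa*-/- give 30 pairs of replicates. Rounded to 2 decimals, Pearson's r equals the value printed in Fig. 3 to Fig. 7 for 30 of the 30 pairs. The paper bases its statement on the quality of the dataset on the principal components and on these correlations.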

**Fig. 1:**
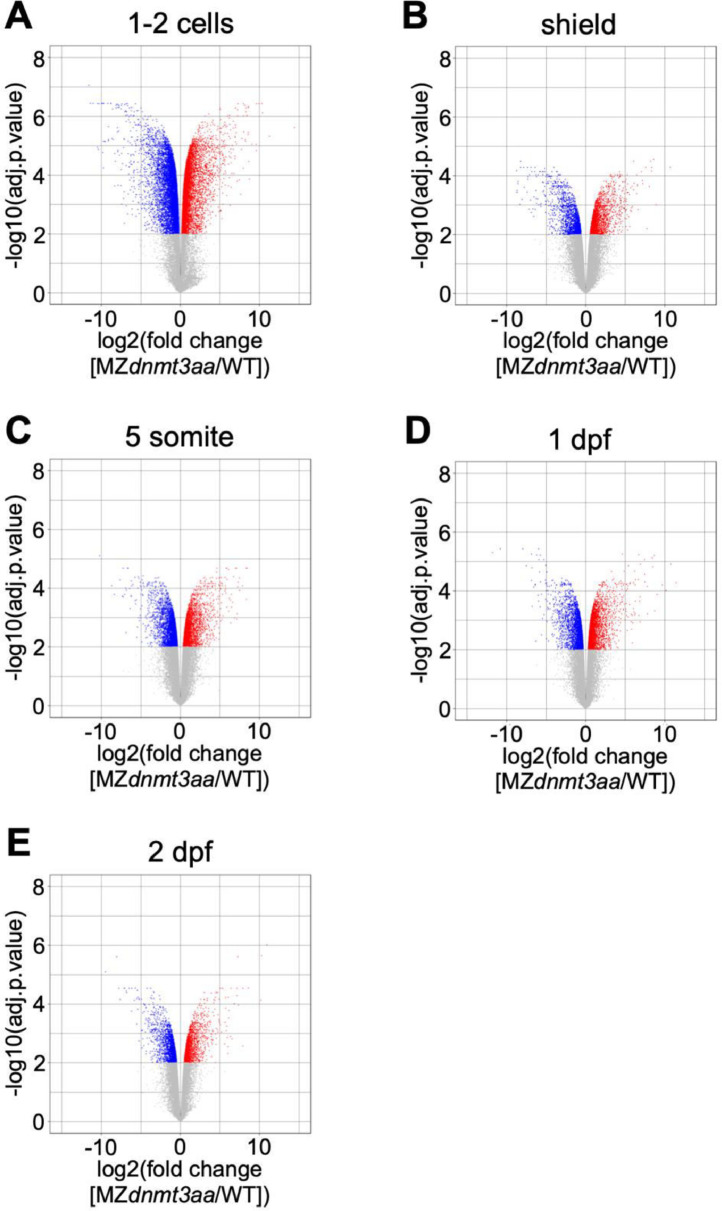
Volcano plots of differentially expressed genes based on samples of five developmental stages: (A) 1–2 cell, (B) shield, (C) 5-somite, (D) 1 dpf, and (E) 2 dpf. Red and blue dots indicate significantly up- and down-regulated genes, respectively. Gray dots are genes that have not changed significantly.

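Genes were ranked among the called probes with a gene symbol that were well above background on all 3 arrays of the higher group and whose groups do not overlap. At 1–2 cell *xpo7* had the largest positive log2 fold change in MZ*dnmt3aa*-/-, 11.25 (standard error 0.22, adjusted p = 4.70e-06 by limma). Its signal was above background on 3 of 3 MZ*dnmt3aa*-/- arrays and on 0 of 3 WT arrays. With WT signals raised to the lowest signal that was above background on the same array, it was 1920-fold higher. Where a probe was above background on 0 of 3 arrays of a group, its log2 fold change depends on signals near the background. The fold with raised signals is no strict bound either, because brighter signals can also be called not above background. A probe of *fah* had a WT mean score of 3.95 at 1–2 cell and was above background on 0 of 3 WT arrays. The probes of *faima* and *pomt1* followed, 788-fold and 633-fold higher with WT signals raised in this way. The most negative log2 fold changes at this stage were those of LOC100301575 (-11.58), *trim35-7* (-11.39) and *calr* (-10.46). At the shield stage *xpo7*, *aldh2.2* and *nub1* were the highest, with log2 fold changes of 10.67, 8.90 and 8.60, and si:ch211-5k11.8, *calr* and *eva1ba* the lowest, with -8.68, -8.68 and -8.57. At 5-somite the highest were *faima* (8.45), *aldh2.2* (8.35) and *nub1* (8.33), and the lowest zgc:173585 (-7.24), *ribc1* (-7.06) and *seh1l* (-6.91). At 1 dpf, with signals of the dimmer group raised in this way, the probe of *znf1156* was 1446-fold, *tomm20a* 643-fold and *aldh2.2* 334-fold higher. On the same terms *calr* was 1807-fold, *slc25a10b* 110-fold and *fah* 43.6-fold lower. At 2 dpf *aldh2.2* (10.30), *faima* (7.91) and *tomm20a* (7.90) had the highest log2 fold changes, and *calr* (-8.04), *anxa3a* (-6.80) and *prss59.1* (-6.47) the lowest.

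Several of these changes belong to 1 probe of the gene and not to its others. The other probe of *xpo7* changed by 0.13 on the log2 scale at 1–2 cell, that of *slc25a10b* by 0.02 at 1 dpf and that of *seh1l* by 0.29 at 5-somite. The 2 other probes of *pomt1* changed by 0.36 and 0.70, and those of *znf1156* by 0.21 and 0.27. The second probes of *trim35-7* (-11.04), si:ch211-5k11.8 (-7.32) and *ribc1* (-6.36) changed in the direction of the first and to a like extent. That of *prss59.1* fell less than the first (-4.63 against -6.47). Smaller falls were also seen for the other probe of LOC100301575 (-3.28 at 1–2 cell) and that of zgc:173585 (-0.50 at 5-somite). The 3 other probes of *fah* changed by between -2.04 and -0.09 at 1 dpf. No second probe could be tested for *nub1*, *eva1ba* and *anxa3a*.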

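A total of 27890 probes could be tested at all 5 stages. Of these, 20875 were called at 1 stage or more and 12025 at 1 stage only. At all 5 stages 448 probes were called, 415 of them in the same direction throughout, 272 higher and 143 lower in MZ*dnmt3aa*-/-. The other direction of change also occurred: of the 8850 probes called at 2 stages or more, 1932 (21.8%) were called higher at one stage and lower at another. The gene symbols with the largest mean absolute log2 fold change among the 415 probes were *calr* (mean -9.16), *aldh2.2* (mean 8.78), *faima* (mean 8.68), *tomm20a* (mean 7.42) and LOC101883120 (mean 6.79). The 3 other probes of *calr* did not fall with it and had log2 fold changes between 0.09 and 1.65 over the 5 stages, those of *aldh2.2* lay between -1.06 and 0.87, and the second probe of *tomm20a* between -0.64 and 1.07. The second probe of *faima* rose by between 1.80 and 3.56, and LOC101883120 has no other probe.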

**Fig. 2:**
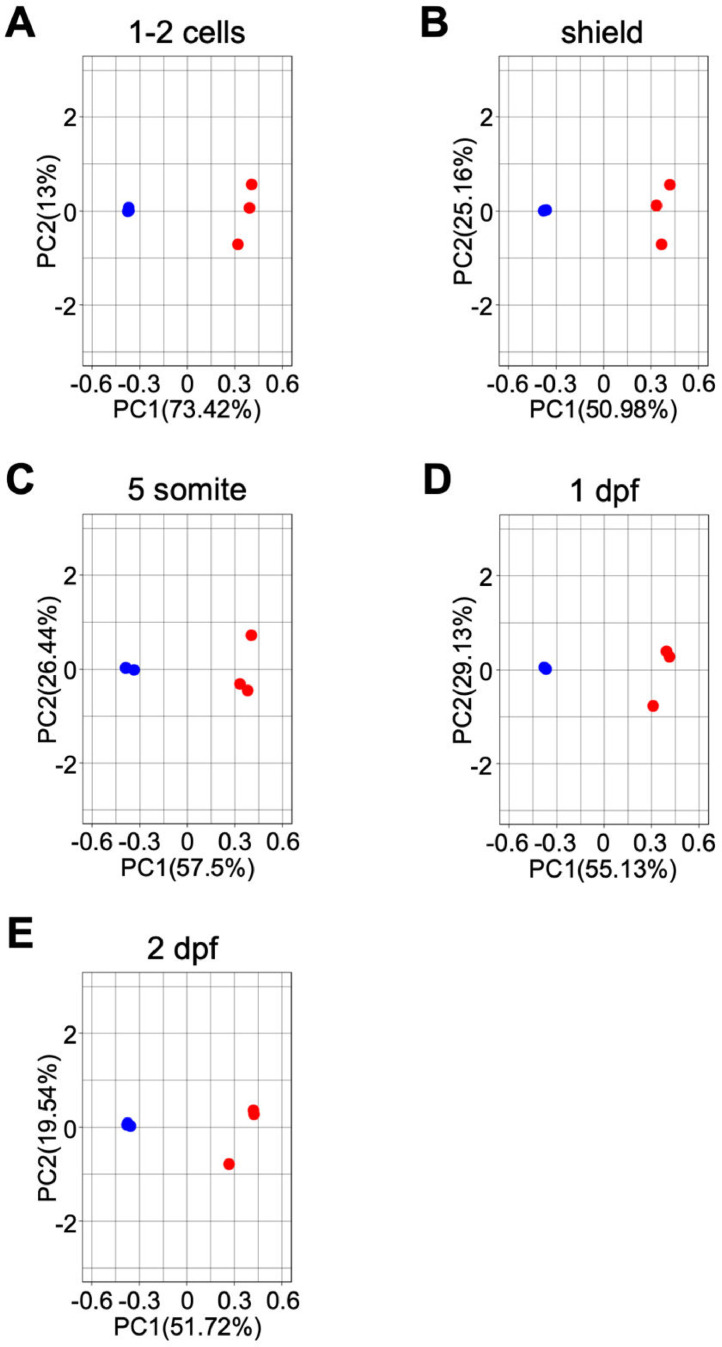
PCA of the data obtained from samples of 5 developmental stages: (A) 1–2 cell, (B) shield, (C) 5-somite, (D) 1 dpf, and (E) 2 dpf. Blue and red dots indicate WT and MZ*dnmt3aa*^−/−^ samples, respectively.

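On the log2 scores of the probes tested at each stage, centred but not scaled, the first principal component held 74.1% of the variance at 1–2 cell, 66.2% at shield, 70.4% at 5-somite, 69.4% at 1 dpf and 66.5% at 2 dpf. The second held 17.6%, 16.3%, 18.3%, 19.7% and 14.8% in the same order. At each of the 5 stages the 3 WT arrays lay apart from the 3 MZ*dnmt3aa*-/- arrays along the first component, which 3 arrays against 3 show by chance in 10% of cases. The mean distance between MZ*dnmt3aa*-/- arrays was larger than that between WT arrays, 2.07 times as large at 1–2 cell, 1.77 times at shield, 1.64 times at 5-somite, 1.92 times at 1 dpf and 1.19 times at 2 dpf. The mean distance between the groups exceeded both at every stage, at 1–2 cell with 260 against 154 within MZ*dnmt3aa*-/- and 74.4 within WT. Apart from leaving out single arrays, scaling each probe to unit variance, an alternative chosen after seeing the data, moved the share of the first component the most, from 66.2% to 50.98% at the shield stage.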

**Fig. 3:**
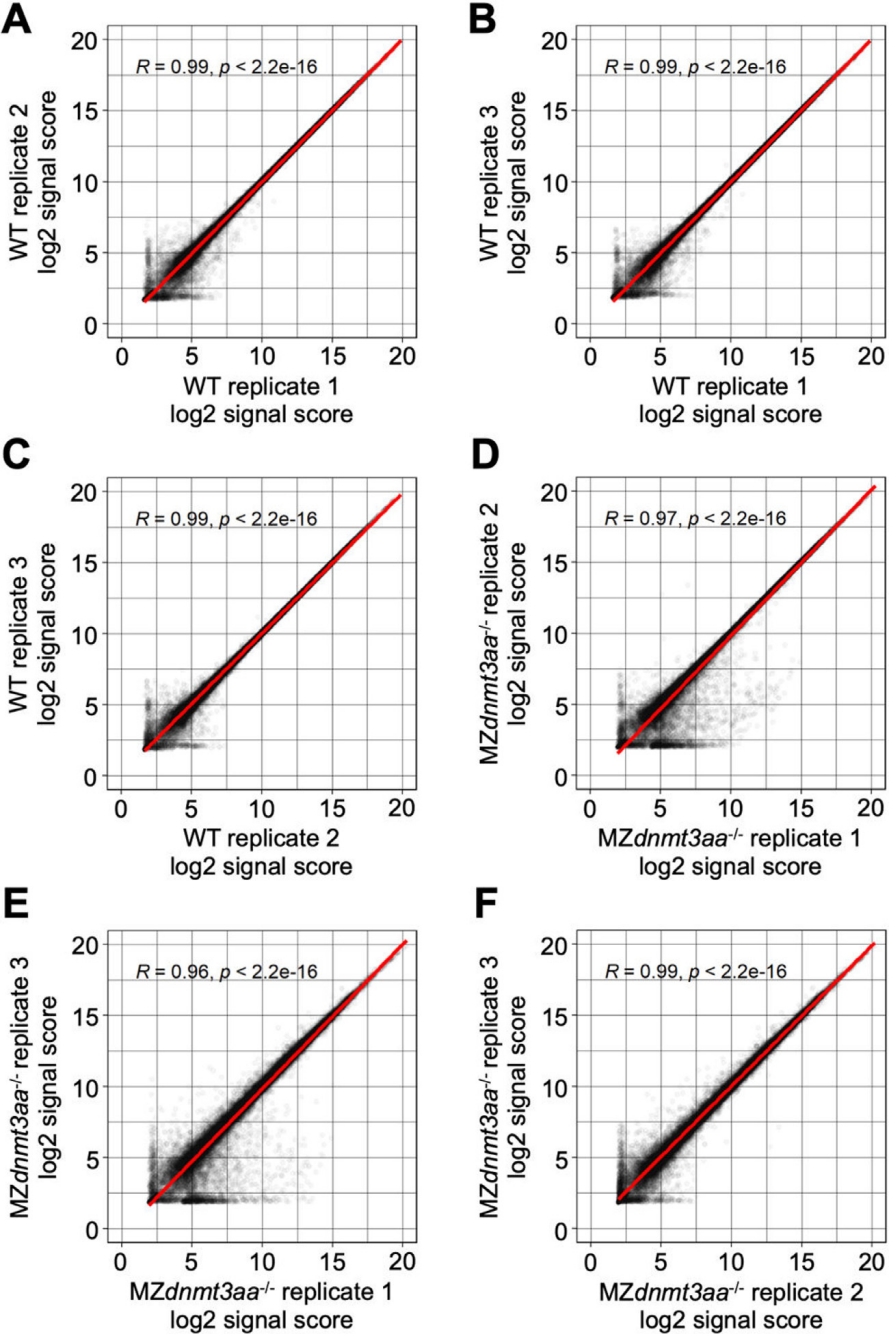
Correlation graph of log2 signal score between replications in 1–2 cell stage samples. Each dot indicates the signal score of each gene and the red line shows the linear regression.

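At 1–2 cell, Pearson's r between WT replicates was 0.993 for replicates 1 and 2, 0.993 for 1 and 3, and 0.994 for 2 and 3. Between MZ*dnmt3aa*-/- replicates it was 0.968 for 1 and 2, 0.9601 for 1 and 3, and 0.9896 for 2 and 3. The order of these pairs depends on the background correction: under normexp they gave 0.9797, 0.987 and 0.978. With intensities below 32 raised to that floor, the mean of the 6 values was 0.993.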

**Fig. 4:**
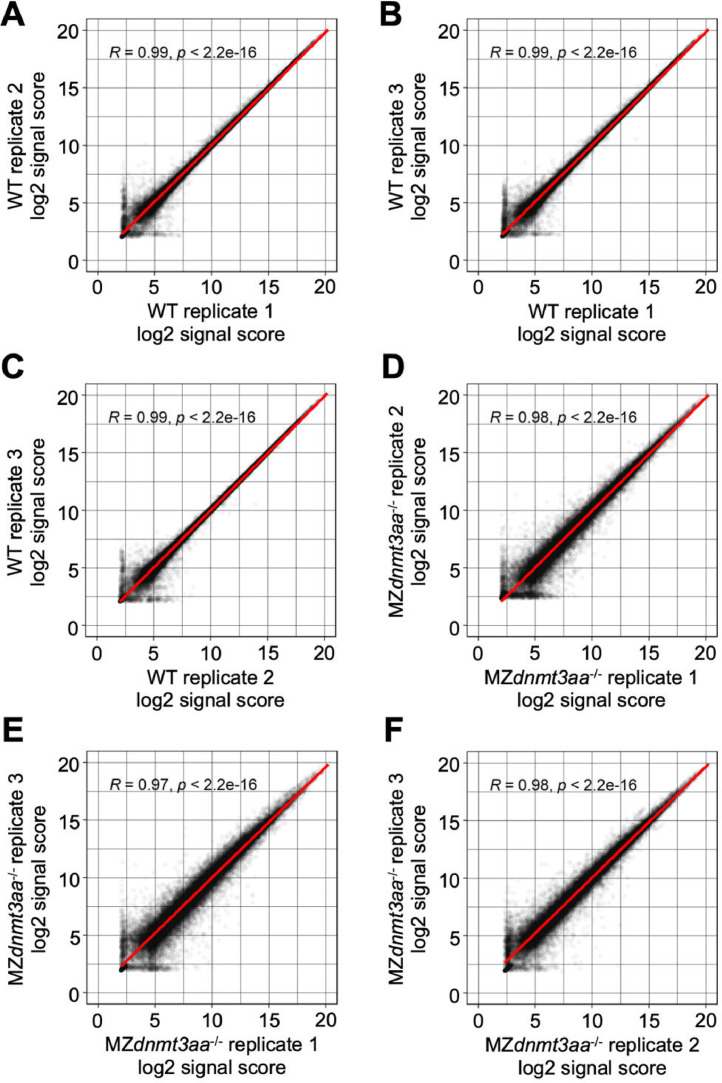
Correlation graph of log2 signal score between replications in shield stage samples. Each dot indicates the signal score of each gene and the red line shows the linear regression.

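The WT replicates of the shield stage correlated with r = 0.992 in each of the 3 pairs. The MZ*dnmt3aa*-/- replicates gave 0.978 for replicates 1 and 2, 0.968 for 1 and 3, and 0.978 for 2 and 3. Their mean, 0.975, lies below that of WT, 0.992, by more than the standard deviation of either group's 3 values (0.00612 in MZ*dnmt3aa*-/- and 1.95e-04 in WT).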

**Fig. 5:**
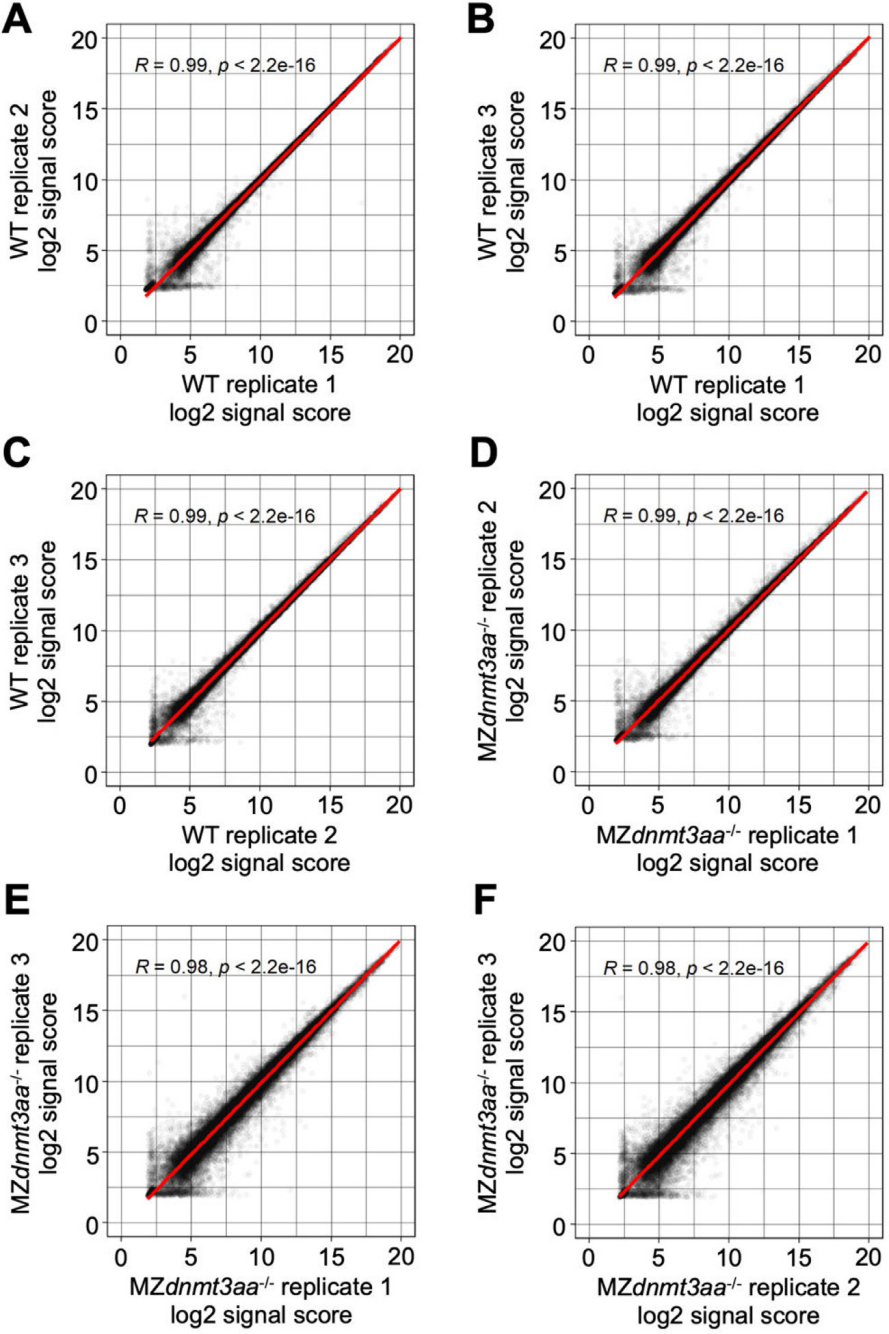
Correlation graph of log2 signal score between replications in 5-somite stage samples. Each dot indicates the signal score of each gene and the red line shows the linear regression.

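In 5-somite embryos r was 0.994, 0.993 and 0.994 between WT replicates 1 and 2, 1 and 3, and 2 and 3. For MZ*dnmt3aa*-/- the same pairs gave 0.993, 0.979 and 0.976.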

**Fig. 6:**
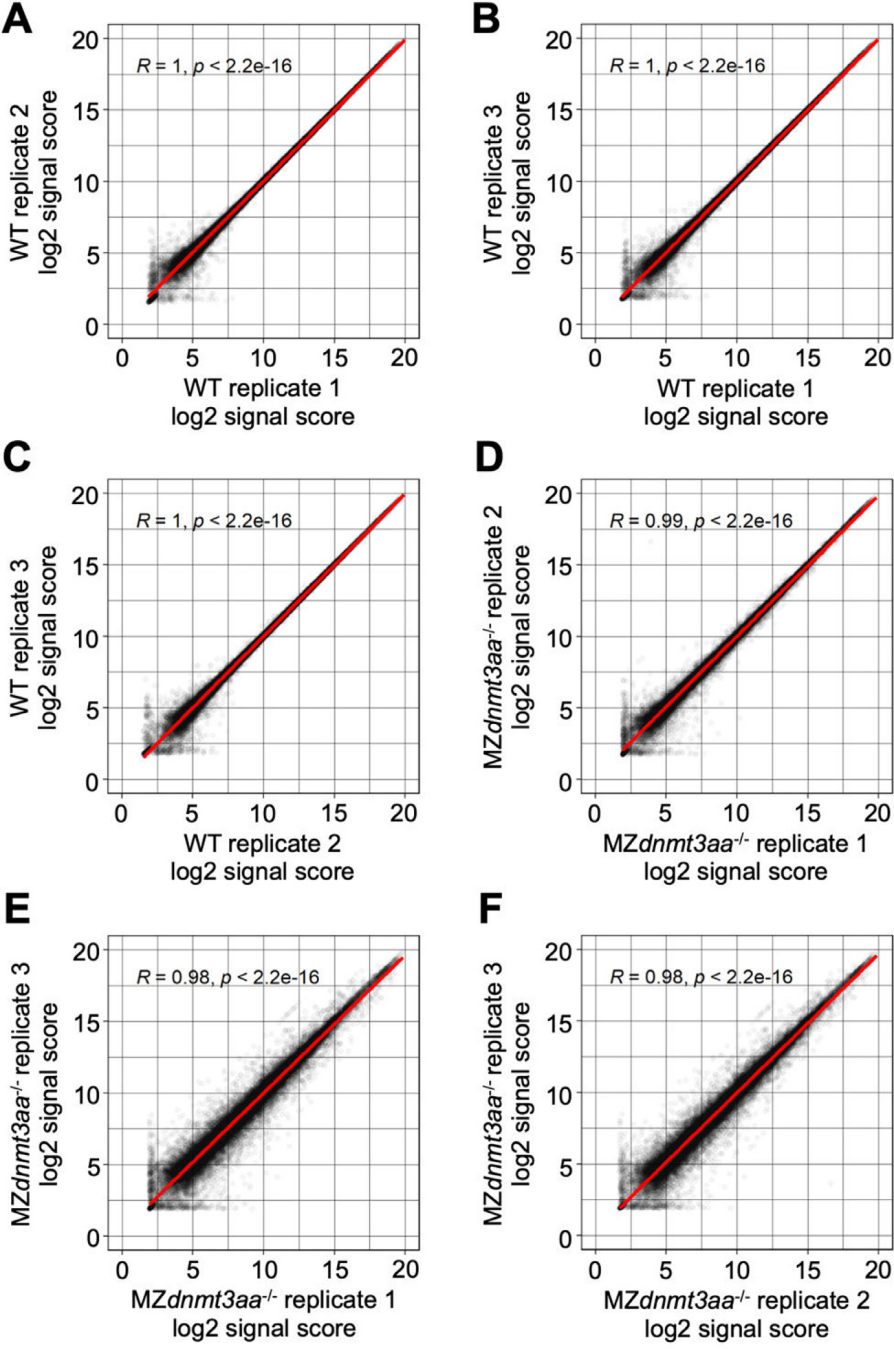
Correlation graph of log2 signal score between replications in 1 dpf stage samples. Each dot indicates the signal score of each gene and the red line shows the linear regression.

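At 1 dpf the 3 pairs of WT replicates had r = 0.996, 0.995 and 0.995, and the 3 pairs of MZ*dnmt3aa*-/- replicates 0.993 for 1 and 2, 0.976 for 1 and 3, and 0.979 for 2 and 3.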

**Fig. 7:**
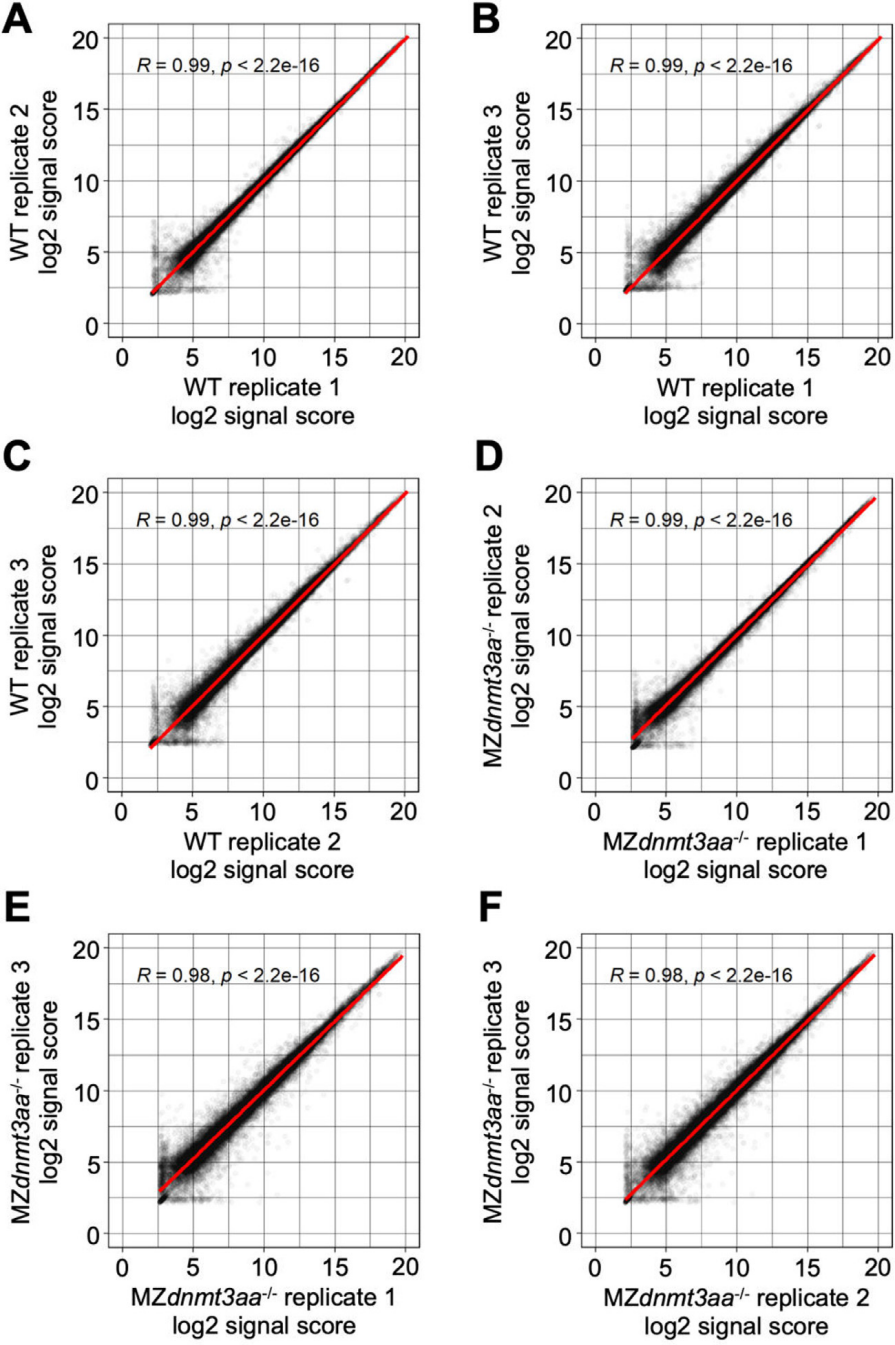
Correlation graph of log2 signal score between replications in 2 dpf stage samples. Each dot indicates the signal score of each gene and the red line shows the linear regression.

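For the 2 dpf embryos r was 0.993 between WT replicates 1 and 2, 0.989 between 1 and 3, and 0.989 between 2 and 3. MZ*dnmt3aa*-/- replicates gave 0.993, 0.983 and 0.984 for the same pairs.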

## 3 Experimental Design, Materials and Methods

### 3.1 Microarray Sample Preparation and Hybridization

Zebrafish adults, larvae, and embryos were maintained and handled as previously described [8]. To extract total RNA from zebrafish embryos, pools of 20 live embryos were homogenized in 800 μl TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) using a homogenizer (IKA T10 basic, IKA-Werke GmbH & Co.KG, Staufen, Germany). The extracted RNA was purified using an RNeasy Mini kit (QIAGEN, Hilden, Germany). The quantity and quality of total RNA were measured using an Agilent RNA 6000 Nano Kit (Agilent). The RIN values for all the RNA samples were higher than 9.0.

Cyanine-3 (Cy3)-labeled cRNA was prepared from 0.1 μg Total RNA using the Low Input Quick Amp Labeling Kit (Agilent), according to the manufacturer's instructions, followed by RNeasy column purification (QIAGEN, Valencia, CA). Dye incorporation and cRNA yield were determined using a NanoDrop ND-2000 Spectrophotometer.

Cy3-labeled cRNA 1.65 μg was fragmented at 60 °C for 30 min in a reaction volume of 25 μl containing 1 × Agilent fragmentation buffer and 2 × Agilent blocking agent following the manufacturer's instructions. Upon completion of the fragmentation reaction, 25 μl of 2 × Agilent hybridization buffer was added to the fragmentation mixture and hybridized to *Danio rerio* (Zebrafish) Oligo Microarray V3 (Design ID: Agilent-026,437) (Agilent) for 17 h at 65 °C in a rotating Agilent hybridization oven. After hybridization, the microarrays were washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent) and for 1 min with 37 °C GE Wash buffer 2 (Agilent).

Slides were scanned immediately after washing on the Agilent SureScan Microarray Scanner (G2600D) using one color scan setting for 4 × 44 array slides (Scan Area 61 × 21.6 mm, Scan resolution 3 μm, Dye channel was set to Green, and Green PMT was set to 100%).

All steps were performed by Takara Bio Inc. (Shiga, Japan), with the exception of the total RNA extraction.

### 3.2 Microarray Data Analysis

The scanned images were analyzed with Feature Extraction Software 12.0.3.1 (Agilent) using default parameters to obtain background-subtracted and spatially detrended processed signal intensities. The processed signal intensities were normalized using the global scaling method. The trimmed mean probe intensity was determined by removing 2% of the lower and the higher ends of the probe intensities to calculate the scaling factor. 

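The scaling factors were recomputed from the processed signals of the non-control features of each array, without the lowest and the highest 2%. On each of the 45 deposited arrays, the ratio of the deposited normalized value to the recomputed one was 1.00 for the feature with the lowest and for the feature with the highest ratio. Scaling by the 75th percentile in place of the trimmed mean gave 18725, 4081, 7612, 7877 and 4764 differentially expressed probes from 1–2 cell to 2 dpf, and quantile normalization gave 17942, 4165, 7947, 7905 and 4847.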

Normalized signal intensities were then calculated from the target intensity on each array using the scaling factor so that the trimmed mean target intensity of each array was arbitrarily set to 2500.

The signal scores were changed to log2 scores. Differential expression analysis was performed using *limma* package of R [9]. A linear model was fitted to the microarray data and p-values of the empirical Bayes moderated t-statistics test were calculated. Adjusted p-values were calculated using the Benjamini-Hochberg procedure [10] and differentially expressed genes with adjusted p-value ≤ 0.01 were considered significant. 

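Of the probes called at this threshold, 39.7% at 1–2 cell (7389 probes), 74.8% at shield (3100), 48.9% at 5-somite (3700), 39.6% at 1 dpf (3121) and 52.3% at 2 dpf (2512) also changed at least 2-fold. With an adjusted p-value of at most 0.05, 22677, 10183, 15233, 14742 and 12204 probes passed at the 5 stages.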

The microarray datasets were obtained from three biological replicates. 

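Over the probes well above background on all arrays of a stage, the median standard deviation of the log2 signal score between the 3 WT replicates was 0.0426 at 1–2 cell, 0.0640 at shield, 0.0728 at 5-somite, 0.0502 at 1 dpf and 0.127 at 2 dpf. Between the 3 MZ*dnmt3aa*-/- replicates it was 0.0935, 0.244, 0.169, 0.161 and 0.141. The spread was therefore between 1.11 times (2 dpf) and 3.81 times (shield) that of WT.

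**Figure D3:**
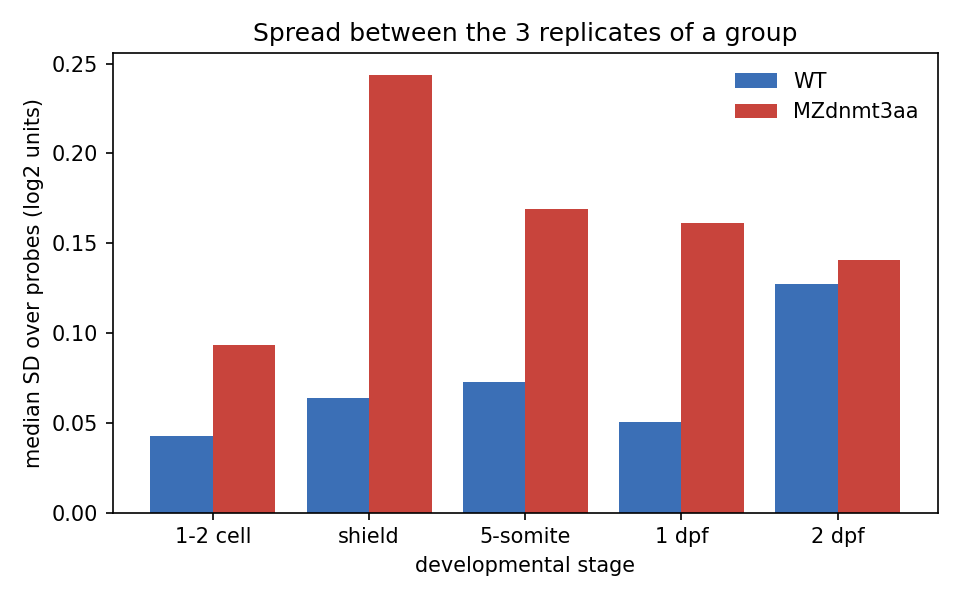
Median standard deviation of log2 signal scores between the 3 replicates of a group (vertical axis, log2 units) at the 5 stages (horizontal axis) for WT (blue bars) and MZ*dnmt3aa*-/- (red bars). The red bar is the taller one at every stage, most of all at shield, with 0.244 against 0.0640.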

Gene ontology terms [11,12] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway IDs (http://www.genome.jp/kegg/) were linked to the microarray information. Volcano plots, PCA plots, and correlation graphs were created in R scripts.

All steps, except for statistical significance tests and figure creation, were performed by Takara Bio Inc. (Shiga, Japan).

## Ethics Statement

The zebrafish experiments were approved by the Hiroshima University Animal Research Committee (Permit Number: F18–2–7).

## CRediT authorship contribution statement

**Masaki Shirai:** Investigation, Data curation, Validation, Formal analysis, Writing – original draft, Writing – review & editing, Visualization. **Nobuyoshi Shimoda:** Investigation, Data curation, Conceptualization, Funding acquisition, Writing – review & editing. **Haruko Takahashi:** Supervision, Investigation, Writing – review & editing. **Kazuya Takayama:** Resources, Investigation. **Yutaka Kikuchi:** Conceptualization, Supervision, Writing – original draft, Writing – review & editing, Funding acquisition, Project administration.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Expression analysis of WT, dnmt3bb.2-/- and dnmt3aa-/- (Original data) (Gene Expression Omnibus (GEO)).

How the deposited data were processed for this re-analysis (not part of the article)

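Transcripts of whole zebrafish embryos were measured on 45 one-colour oligonucleotide arrays, 1 for each pool of 20 embryos. They cover 3 genotypes (WT, MZ*dnmt3aa*-/- and *dnmt3bb.2*-/-) and 5 stages from the first cleavage to 2 dpf, with 3 replicates each. The paper's text reports on WT and MZ*dnmt3aa*-/-. The *dnmt3bb.2*-/- arrays are used only in the additional observations.

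The authors deposited for each array the output of the Feature Extraction software, whose processed signal is an intensity on a linear scale, background-subtracted and spatially detrended within the array, with low values replaced by a positive surrogate. As deposited, the normalized intensities are these signals times 1 factor per array, which sets the mean of the non-control features without the lowest and highest 2% to 2500. The deposited flags of the same software (well above background, saturated, non-uniform or population outlier, control spot) are 0 or 1 and carry no normalization.

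Each comparison of a mutant with WT was fitted for each stage alone on log2 of the scaled processed signal with limma 3.58.1 (lmFit and eBayes without trend or robust option) in R 4.3.3, with data.table 1.17.8, and called at an adjusted p of at most 0.01. Control spots were left out. The 50 probes spotted more than once were averaged over their spots. The difference of the genotype effect between stages was tested by limma's F test of the 4 interaction contrasts in 1 model of 30 arrays. Figures and annotation were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

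The genes named are all DNA methyltransferase genes on the array, at each stage the 3 genes with the highest and the 3 with the lowest log2 fold change, the 5 genes with the largest mean absolute log2 fold change among those called in the same direction at all 5 stages, and 3 genes of each gene list. The gene lists were written from general knowledge of the genes: 39 hematopoietic symbols (30 genes on the array, 4 symbols not matched to any gene), 30 germline symbols (20 genes, 7 not matched) and 26 interferon symbols (22 genes, 4 not matched). Each list was tested at 5-somite, 1 dpf and 2 dpf with limma's camera (preset correlation 0.01) on 1 probe per gene, the one with the highest mean signal, with Benjamini-Hochberg adjustment and a threshold of 0.05.

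A developmental timing index was computed for each array from probes that change at least 4-fold in WT between the stage and its neighbour. It is 0 for the WT mean of the stage and 1 for that of the neighbour, and groups were compared by a two-sided exact permutation test, whose smallest p with 3 arrays against 3 is 0.1.

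The alternatives tried were scaling by the 75th percentile, quantile normalization, normexp background correction with an offset of 50, keeping outlier spots, testing spots separately, a floor of 32, no filter and a strict filter on dim probes, eBayes with trend and robust option, a fit over all 45 arrays, the replicate number or the slide as a block, an adjusted p of at most 0.05, a further 2-fold threshold, fry in place of camera, and leaving out each array. For normexp the median signal of a spot and of its background were used, because the files hold no mean signal. The deposited normalized table gave the same values as the scaled signals.

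The calls were tested on simulated data with 200 changed probes in each comparison of MZ*dnmt3aa*-/- with WT. Of these 138, 67, 120, 119 and 108 were recovered from 1–2 cell to 2 dpf, with 3, 2, 2, 0 and 0 false calls. Both groups were drawn with the same spread and independent noise. On the real arrays the MZ*dnmt3aa*-/- spread was up to 3.81 times that of WT, so these numbers do not give the error rate of the real calls. The interaction test recovered 143 of 200 changed probes and made 115 false calls among 40946 probes. These false calls are a larger share of its calls than the adjusted threshold allows. The list test was simulated on the genes of 2 dpf only. It recovered a raised interferon list in 20 of 20 draws, with 2 false calls. These draws do not test the adjustment over lists and stages. They therefore do not give the rate at which the reported list tests would find a real change. Coordinates of the GRCz12tu gene table are not printed, because the array was designed on another assembly.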

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

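The tests of the scan day, of the slides, of the spike-in controls, and of the slide as a term of the model were chosen only after the result was seen.

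The effect of the genotype MZ*dnmt3aa*-/- differed between stages for 20355 of 40944 probes (49.7%) by limma's F test of the interaction, which was singled out because the same contrast gives different effects at different stages. Of 100 draws in which the arrays of each stage were regrouped, the real grouping included, 1 gave as many probes, and the largest number from another draw was 9254 (median 0). The draws remove the genotype effect as a whole, so they exclude chance only for an effect of any kind and do not test one that is equal at all stages. With 1 array left out, between 18614 and 21924 probes passed. On simulated data with 200 changed probes, the same F test recovered 143 and made 115 false calls. This is a larger share of false calls than the adjusted threshold allows. The count of 20355 may therefore also hold more false calls than that threshold allows. The tables argue against a difference in developmental timing as the whole cause: changes between stages in the *dnmt3bb.2*-/- arrays explained at most 1.33% of the variance of the log2 fold changes of MZ*dnmt3aa*-/-, at 1 dpf.

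Spike-in transcripts, added to the RNA in known amounts, differed between MZ*dnmt3aa*-/- and WT by a median log2 difference of -0.028 at shield, 0.11 at 1 dpf and -0.18 at 2 dpf, with no single spike-in probe beyond 0.14, 0.29 and 0.28. These stages' called probes have median absolute log2 fold changes of 1.43, 0.84 and 1.03, so a labelling difference shared with the spike-in probes does not account for most of these calls. At 1–2 cell the spike-in probes differed by 0.47 and at 5-somite by -1.18, and such a difference may enter the calls there, although calls at both stages go both ways. A scan-day difference that acts alike at all stages is argued against as the whole cause of the calls: of the 6898 probes called at 2 or more of the 4 stages whose WT arrays were scanned on day 1, 1261 (18.3%) were called in opposite directions. It stays open for the other and larger part of these 6898 probes, called in 1 direction, of which 562 were called at all 4 stages. Nor does this test bear on probes called at 1 stage only. A slide difference that changes with the stage cannot be told apart from the genotype, since the number of slides with arrays of both groups is 0. An effect of the loss of Dnmt3aa that changes with development was not tested and stays open.

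The *dnmt3bb.2*-/- arrays, on which the paper's text does not report, were singled out because of a signal in data the paper did not analyse. Against WT, 10043 probes were called at 1–2 cell, 17164 at shield, 12712 at 5-somite, 17749 at 1 dpf and 5753 at 2 dpf. The probe of *dnmt3bb.2* fell on these arrays by 0.80, 2.06, 2.68, 2.09 and 0.88 on the log2 scale in the same order (adjusted p between 1.60e-06 and 0.00419 by limma). For each of these 5 comparisons, and for each of the 5 comparisons of MZ*dnmt3aa*-/- with WT, 1 of the 10 splits of the 6 arrays, the real one, gave as many called probes. Since 10 splits cannot give a share below 10%, chance cannot be excluded this way. With the slide as a term of the model, which was possible at 4 stages, the lowest number of called probes was 1289 (at 2 dpf). This rests at each stage on the slide with both genotypes, which holds 1 array in an arm, assumed to vary like the others, so a slide difference stays open for these calls. The median ratio of the difference between arrays on the same slide to the log2 fold change was at least 0.991 among called probes, but these were chosen for the difference, so it decides nothing. A biological effect of the mutation of *dnmt3bb.2* was not tested further.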

How the results depend on the processing

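The alternatives were chosen before the data were examined, apart from the following exceptions. Scaling of each probe to unit variance was chosen after seeing the data. So were the same with spots tested separately and outlier spots kept, and that treatment of spots alone. The slide as a fixed term of the model was likewise chosen only after the result was seen. Leaving out single arrays was also added later for the probes called at all 5 stages and for the timing index.

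Apart from single arrays left out, 58 of 78 alternative counts of probes called between MZ*dnmt3aa*-/- and WT stayed within 1.5 times the reported count, and so did 58 of 74 between *dnmt3bb.2*-/- and WT. These included scaling by the 75th percentile, quantile normalization, outlier spots kept, a floor of 32, no filter, the strict filter, and eBayes with trend and robust option, at all stages. Of 3066 alternative values of named genes, 2845 kept their direction and side of the threshold, 141 lost and 78 gained a call, and 2 reversed.

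Under normexp, 5751 probes were called between MZ*dnmt3aa*-/- and WT at 1–2 cell, 11685 at 5-somite and 7238 at 2 dpf. The interaction gave 12467. The median of all probes moved to 0.38 at 1–2 cell, -0.13 at 5-somite and -0.10 at 2 dpf. The reversed values were *mxb* at 5-somite, -0.055, and 1 probe of *dnmt3ab* at 1–2 cell, 0.48. The cause was not tested.

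An adjusted p of at most 0.05, a wider threshold by construction, gave 10183, 15233, 14742 and 12204 probes from shield to 2 dpf for MZ*dnmt3aa*-/-, 16009 at 1–2 cell and 13104 at 2 dpf for *dnmt3bb.2*-/-, and 1294 probes called in the same direction at all 5 stages. The further 2-fold threshold, narrower by construction, left 7389 at 1–2 cell, 3700 at 5-somite, 3121 at 1 dpf and 2512 at 2 dpf for MZ*dnmt3aa*-/-, 5215, 5763, 4474, 4053 and 3058 at the 5 stages for *dnmt3bb.2*-/-, 201 at all 5 stages and 13327 for the interaction.

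A fit over all 45 arrays, which pools the spread of all groups, gave 12715 probes at shield, 11771 at 5-somite and 9203 at 2 dpf for MZ*dnmt3aa*-/-, of which 3950, 6364 and 3895 were among those called in the fit by stage. For *dnmt3bb.2*-/- it gave 7920 at 1 dpf and 9058 at 2 dpf. The cause was not tested.

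With the replicate block, 651, 1023, 1071 and 354 probes were called from shield to 2 dpf for MZ*dnmt3aa*-/-, of which 640, 1010, 1062 and 351 were among those reported. For *dnmt3bb.2*-/- it gave 3701 at 1–2 cell, 11330 at shield, 7940 at 5-somite and 1610 at 2 dpf, and 24 probes were called in the same direction at all 5 stages. The block leaves fewer residual degrees of freedom. Deviations of arrays with the same replicate number did not exceed a correlation of 0.1 for all 3 numbers in any comparison. For MZ*dnmt3aa*-/- at 1–2 cell they were 0.22, 0.11 and 0.045, so a pairing there stays open. In the other comparisons at most 1 number exceeded 0.1, and no pairing was seen.

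The slide as a random block gave 6429 probes at shield, which include the 4144 reported, and 378 at 5-somite for MZ*dnmt3aa*-/-. As a fixed term for *dnmt3bb.2*-/- it gave 5633 at 1–2 cell, 10468 at shield and 1289 at 2 dpf. The cause was not tested. It was not run for MZ*dnmt3aa*-/- at 1–2 cell and 1 dpf and for *dnmt3bb.2*-/- at 5-somite, where the slides do not allow the fit.

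Fry in place of camera passed the threshold for the germline list at 5-somite (adjusted p = 0.00181), 1 dpf (0.00424) and 2 dpf (0.00424), the hematopoietic list at 1 dpf (0.00407) and 2 dpf (0.0154), and the interferon list at 1 dpf (0.0298). Camera on the germline list passed under normexp (0.0342 at 1 dpf and 0.0342 at 2 dpf) and in the fit over all 45 arrays (9.17e-04 and 0.0343). All are adjusted p from limma, and the cause was not tested.

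The share of variance on the first principal component was 88.8% at 1–2 cell with the strict filter, which leaves fewer probes. With unit variance it was 50.98% at shield, 57.52% at 5-somite, 55.16% at 1 dpf and 51.74% at 2 dpf, and with spots tested separately and outlier spots kept as well 50.98%, 57.50%, 55.13% and 51.72%. The cause was not tested.

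With 1 array left out, which leaves fewer residual degrees of freedom, between 14259 and 19934 probes were called for MZ*dnmt3aa*-/- at 1–2 cell, 861 and 5276 at shield, 1932 and 13819 at 5-somite, 2410 and 16170 at 1 dpf, and 1169 and 6532 at 2 dpf. Single arrays decide several of these counts. At shield each WT array left out gave 935, 861 and 922. At 5-somite the count was 13819 without MZ*dnmt3aa*-/- replicate 3 and at most 3850 without any other array, and at 1 dpf 16170 without MZ*dnmt3aa*-/- replicate 3 and at most 5217 otherwise. At 2 dpf it was 1290, 1169 and 2903 without WT replicates 1, 2 and 3, and 1924 and 1366 without MZ*dnmt3aa*-/- replicates 1 and 2. For *dnmt3bb.2*-/- the ranges were 5071 to 14619, 13654 to 14266, 8357 to 11613, 13431 to 15534 and 2163 to 4340. Counts changed by more than 1.5 times at 1–2 cell without any WT array (5176, 5085 and 5071), at 5-somite without WT replicate 2 (8357), and at 2 dpf without WT replicates 1 and 2 (2448 and 2163) or *dnmt3bb.2*-/- replicates 1 and 2 (3460 and 2463).

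Between 163 and 472 probes were called in the same direction at all 5 stages with 1 array left out, fewest without a WT array of the shield stage (164, 163 and 164). It was 234, 229 and 259 without WT replicates 1, 2 and 3 of 5-somite, and at 2 dpf 216 and 198 without WT replicates 1 and 2, and 255 and 221 without MZ*dnmt3aa*-/- replicates 1 and 2. The first component held between 71.5% and 87.8% at 1–2 cell, 64.5% and 75.1% at shield, 68.6% and 83.9% at 5-somite, 67.2% and 85.1% at 1 dpf, and 66.2% and 76.1% at 2 dpf. No list gained or lost its call in 54 of 54 fits with 1 array left out. Signal over background limits the dim probes: where a group is near the background, the fitted fold change depends on background signals and is no bound.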

Differences from the paper's values

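No reported count of differentially expressed genes and no share of variance differed from the paper's by more than 1.5 times, and no correlation between replicates by more than the larger of the spread between pairs and the rounding of the printed value. The paper's totals in its supplementary tables are 18666 at 1–2 cell, 4140 at shield, 7581 at 5-somite, 7876 at 1 dpf and 4804 at 2 dpf, against 18596, 4144, 7566, 7873 and 4804 here. With spots tested separately, an alternative set before the data were examined, the count at 1–2 cell was 18666. With spots tested separately and outlier spots kept, which was chosen after seeing the values, the counts were 18666, 4140, 7580, 7874 and 4804. The copies of the supplementary tables at hand show only part of each table, 863, 916, 898, 895 and 883 probes, of which 863, 910, 894, 894 and 879 have a log2 fold change within 0.01 of the one computed here.

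For the first principal component, the paper's shares are about 73%, about 51%, about 58%, about 55% and about 52% in Fig. 2, read by eye, against 74.1%, 66.2%, 70.4%, 69.4% and 66.5% here. With each probe scaled to unit variance, spots tested separately and outlier spots kept, an alternative chosen after seeing the values, the share was 73.4% at 1–2 cell, and 50.98%, 57.50%, 55.13% and 51.72% from shield to 2 dpf, and the last 4 equal the numbers printed in Fig. 2.

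Among the alternatives set before the data were examined, counts of differentially expressed genes were more than 1.5 times from the paper's at 3 stages under normexp, 3 in the fit over all 45 arrays, 4 with the replicate block, 4 with an adjusted p of at most 0.05, 4 with the 2-fold threshold and 2 of 3 with the slide block. Correlations between replicates differed for 25 of 30 pairs under normexp, 19 with the floor of 32, 13 with the strict filter and 6 with no filter.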

Other observations

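The tests of exchanged labels, of slide and scan day for *dnmt3aa*, of the haplotype, of probes by size of change and across stages, of repeated WT labelling, and of comparisons without shared WT arrays were chosen only after the result was seen.

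The signal of *dnmt3aa* was higher on the arrays labelled MZ*dnmt3aa*-/- than on the WT arrays at all 5 stages. Labels exchanged between MZ*dnmt3aa*-/- and *dnmt3bb.2*-/- are argued against, since the 3 *dnmt3bb.2*-/- arrays had a lower *dnmt3bb.2* signal than the 6 other arrays at 5 of 5 stages. Labels exchanged between WT and MZ*dnmt3aa*-/- stay open: the *dnmt3aa* signal of the *dnmt3bb.2*-/- arrays was closer to the arrays labelled WT at 5 stages, but these share the scan day. A slide or scan-day difference cannot be told apart either, since 0 of the arrays labelled MZ*dnmt3aa*-/- share a slide or a scan day with another genotype. The transcript may also be present without a functional protein, which was not tested.

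Within the largest log2 fold changes between MZ*dnmt3aa*-/- and WT, other probes of the same gene often do not change with the called probe. Beside called probes with an absolute log2 fold change of 6 or more, 71.9% of 185 pairs with another probe changed in the same direction, with a median ratio of 0.13. These were 85.6% and 0.69 for changes between 2 and 4, the highest class, and 77.3% and 0.63 for changes under 1. The share of other probes called in the same direction does not decide. It was 57.3% for 6 or more, above 43.7% for under 1 and 53.9% for 1 to 2. It was below 62.2% for 2 to 4 and 61.8% for 4 to 6. A base difference under single probes is a candidate explanation for part of the largest changes. One that is fixed between the strains would change the signal at every stage with the transcript present. Of 157 probes with such a change and another stage at which the brighter group was dimmer by at most 1 log2 unit, 48 had an absolute log2 fold change under 1 at such a stage, so a base difference fixed between the strains is argued against for these. For 71, which had at least 0.5 of the change in the same direction at all such stages, it stays open. A base difference that varies within a strain was not tested. For the 415 probes called in the same direction at all 5 stages, 40.3% of other probes were called in the same direction, against 38.4% for probes called at 1 stage, while the median ratio was 0.31 against 0.64. The share went both ways between stages: it was lower for the probes called at all 5 stages at 1–2 cell and shield, higher at 5-somite and 1 dpf, and alike at 2 dpf. The ratio was lower at all 5 stages, as a base difference would give, but the share does not decide, so a base difference cannot be told apart from a change of the transcript. Of 100 draws with regrouped arrays, 1, the real one, gave as many such probes, but limma called no probe at the adjusted threshold in any other split of a stage, so the draws could not come out otherwise and decide nothing about chance. A haplotype carried along with the mutation was tested around *dnmt3aa* in the GRCz12tu assembly: within the window around the gene 1 of 134 probes was called at all 5 stages, against 293 of 20342 elsewhere (two-sided Fisher's exact test, p = 1), and on its whole chromosome 21 of 914 against 273 of 19562 (two-sided Fisher's exact test, p = 0.0319, adjusted p = 0.128 over 4 tests). With 1 called probe in the window the haplotype stays open.

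A feature of the DNA methyltransferase genes was singled out after its values were seen: 1 of the 5 *dnmt1* probes fell on the *dnmt3bb.2*-/- arrays by 12.92, 12.37, 9.61, 13.77 and 11.95 on the log2 scale from 1–2 cell to 2 dpf, while the others had log2 fold changes between -1.16 and 1.35. The probe that fell was above background on 0 of 3 *dnmt3bb.2*-/- arrays at shield, 1 dpf and 2 dpf. Its log2 fold changes there depend on signals near the background. With these signals raised to the lowest one above background on the same array, it was 4389-fold, 11014.5-fold and 2260-fold lower. Such values are no strict bounds. At 1–2 cell and 5-somite 2 of 3 of these arrays were above background. No explanation was tested.

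The log2 fold changes of MZ*dnmt3aa*-/- and *dnmt3bb.2*-/- against WT went together, with rank correlations across genes, which are not independent replicates, of 0.47, 0.47, 0.39, 0.38 and 0.49. Of the probes called in both, 6795, 2892, 3704, 4769 and 1780, the change had the same direction for 5749, 2567, 3233, 3826 and 1655. Shared WT arrays may give part of this. Simulated unchanged groups with independent noise reached at most 0.201, 0.268, 0.292, 0.257 and 0.424 from 1–2 cell to 2 dpf. Each of these lies below the observed rank correlation of its stage. For the counts of shared direction no such value is at hand. Noise of single WT arrays is argued against as the whole cause, since with no WT array shared the rank correlation was at least 0.293. A state common to all WT embryos, and a response common to both mutants, were not tested.

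The spread between WT replicates was smaller than between MZ*dnmt3aa*-/- replicates. Between *dnmt3bb.2*-/- replicates the median standard deviation was 3.62, 1.06, 1.27, 1.21 and 1.08 times that of WT from 1–2 cell to 2 dpf. From shield to 2 dpf the WT spread was therefore close to that of *dnmt3bb.2*-/-. Repeats of 1 labelled RNA would leave deviations that are not shared by probes of a gene, but the mean rank correlation of deviations between 2 probes of 1 gene was at least 0.178 on the WT arrays, against at most 0.0357 for unrelated probes of like signal. This mean correlation was higher on the MZ*dnmt3aa*-/- arrays, at least 0.548 against at most 0.340 on the WT arrays. No biological explanation was tested.

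The timing index of MZ*dnmt3aa*-/- was 0.0695 at 1–2 cell, 0.111 at shield, 0.125 at 5-somite, 0.0956 at 1 dpf and 0.0866 at 2 dpf (two-sided exact permutation p = 0.1, 0.1, 0.1, 0.3 and 0.3), and that of *dnmt3bb.2*-/- 0.0710, 0.135, 0.0775, 0.116 and 0.100 (exact p = 0.1 each). The probes were chosen on the same WT arrays, so other arrays may shift upward by construction. The size of such a shift was not tested. With 1 array left out, the index of MZ*dnmt3aa*-/- lay between 0.0423 and 0.0849 at 1–2 cell, 0.00795 and 0.143 at 1 dpf, and 0.0559 and 0.134 at 2 dpf. Replicates 1, 2 and 3 of MZ*dnmt3aa*-/- had 0.00186, 0.0140 and 0.271 at 1 dpf, so the mean there rests on replicate 3. At 2 dpf they had 0.148, 0.120 and -0.00869.

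No gene list passed camera's threshold at any stage. The adjusted p from limma's camera over 9 tests was 0.241, 0.167 and 0.214 for the germline list at 5-somite, 1 dpf and 2 dpf, 0.978, 0.200 and 0.200 for the hematopoietic list, and 0.694, 0.355 and 0.261 for the interferon list. Of the 10 splits of the arrays, 3, 6 and 5 gave as small a p for the germline list, 10, 5 and 3 for the hematopoietic list, and 9, 4 and 5 for the interferon list, so chance cannot be excluded. Under fry the germline list passed at all 3 stages, the hematopoietic list at 1 dpf and 2 dpf, and the interferon list at 1 dpf. Germline genes had a median log2 fold change of -0.57 (19 genes), -1.03 (18) and -0.49 (19), hematopoietic genes -0.05 (26), -0.20 (30) and -0.12 (29), and interferon genes -0.0024 (16), -0.19 (17) and -0.25 (17). The sign of the test, up, differs from that of median and mean for the hematopoietic list at 5-somite. For the interferon list the mean was positive and the median negative at 5-somite (0.23, test up) and at 1 dpf (0.08, test down).

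Over all probes tested, 4, 6 and 7 germline genes were called, and adjusted over the list alone 4, 7 and 7. For the hematopoietic list these numbers were 8, 10 and 7, and adjusted over the list alone 8, 11 and 7. For the interferon list they were 3, 3 and 2, and adjusted over the list alone 4, 3 and 4. At 1 dpf the germline genes named by rule were *ca15b* (-3.50), *hormad1* (-2.63) and *zar1* (-1.48). The hematopoietic genes were *hbbe1.1* (-3.22), *mpeg1.1* (1.02) and *spi1b* (0.80), and the interferon genes *irf3* (2.54), *ifih1* (-1.60) and *trim25* (-1.47). Each value is the log2 fold change on the arrays labelled MZ*dnmt3aa*-/-. With signals raised to the lowest one above background, the *ca15b* probe was 8.88-fold lower, which is no strict bound. It was above background on 0 of 3 of these arrays. The *irf3* probe was above background on 2 of 3 of them and on 0 of 3 WT arrays. The values of *ca15b* and *irf3* therefore depend on signals near the background. Of the 10 hematopoietic genes called at 1 dpf, 3 were higher and 7 lower.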
